A study of Homo sapiens with 6 samples. Its data were reported in "Unique long non-coding RNA expression signature in ETV6/RUNX1-driven B-cell precursor acute lymphoblastic leukemia" (2016).

How the data were processed

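Expression was measured in REH cells on 6 one-color Agilent arrays. REH is a human B-cell precursor acute lymphoblastic leukemia line that carries the ETV6/RUNX1 fusion gene. The labels place 3 arrays in a group with a non-targeting short hairpin RNA (shRNA), called control here, and 3 arrays in a group with an shRNA against the fusion, called knockdown here. Per the study's methods, both were bought as ETV6 shRNAs. Only 1 of them targeted the fusion transcript, and the other served as the control. With 1 shRNA per group, effects of either shRNA on other transcripts cannot be told apart from effects of the fusion. Replicates are numbered 1 to 3 in each group by the labels. The custom array carried 62976 spots, of which 61537 were not controls and stood for 57176 probes. A total of 23042 of these probes came from a custom long non-coding RNA (lncRNA) design and 34134 from the Agilent catalogue. The catalogue probes are called mRNA probes below, although 2135 of them carry a non-coding RefSeq accession.

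Per the labels, total RNA was labelled with Cy3 in 1 color. The authors extracted spot intensities from the scanner images with Feature Extraction version 10.7.1.1, per the file headers. The deposited scanner files give, for each spot, the raw median intensity, the median intensity of the local background, a processed intensity that is background subtracted and spatially detrended within the array, and other values, namely flags for saturation, outliers and signal well above background. None of these intensities was normalized between arrays. The authors also deposited a table of normalized log2 values of the same 6 arrays for 27869 probes, and the study's methods name variance stabilization (VSN), background subtraction and a filter against the negative controls. Across probes, the values computed here and the deposited log2 values correlated with Pearson's r from 0.99896 to 0.99957 on single arrays, and the log2 fold changes with r = 0.980. Probes are not independent replicates.

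The vsn package was not used here. Its model, an affine calibration of each array followed by an inverse hyperbolic sine, was written anew and fitted by maximum likelihood with the 0.9 quantile of least squares kept. It was run on the raw median spot intensity, in place of the mean spot intensity that had been planned. Resulting values are on a generalised log2 scale, which approaches log2 for bright probes and understates the change of dim ones. Spots with an outlier flag were left out, no spot was saturated, and spots of one probe were averaged. On each array, the threshold was 1.1 times the 0.95 quantile of the normalized log2 values of the 308 negative control spots. The factor was applied to the log2 value, where it sets a wider margin than the same factor on intensity. Thresholds ran from 5.77 to 6.22. A retained probe was over the threshold on at least 60% of the arrays of a group, that is on 2 of 3 arrays. This left 27062 probes.

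Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings, two-sided), with no block, as the study's methods name no block. P-values were adjusted by the Benjamini-Hochberg method over all retained probes, and a probe with an adjusted p under 0.05 is said to be called. With 3 arrays against 3, an exact permutation test of a single probe cannot give a two-sided p under 0.1, so calls rest on the spread that limma shares between probes. Gene lists were tested with limma's camera at an inter-gene correlation of 0.01, adjusted over 9 lists. Where a probe was not well above background on any array of a group, its change is given as a lower bound. The bright group's mean was set against the dim group's mean of the higher of the probe's own value and the lowest value among probes well above background, per array. The normalization and test were tested on simulated data for this comparison, with 26997 probes of which 200 were changed. The test called 87.5% of the changed probes, and 2.78% of its calls were unchanged probes. Probes set to a log2 fold change of -1 were estimated at a median of -0.81, and probes set to 2 at 1.93. The simulated noise was independent between arrays and between probes, and no planted change was under 2-fold. These shares therefore do not carry over to smaller changes or to noise that arrays or probes share.

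Catalogue probes were named by matching their RefSeq accessions, without versions, to a RefSeq gene table of a later human assembly than the hg19 build of the array design. A symbol was found for 25728 of the 34134 catalogue probes (75.4%) and for 81.7% of the retained ones. No coordinates are printed, since the builds differ. A lncRNA name was given to 1100 probes through lists of the study, and other lncRNA probes keep the transcript accession of the array design. Normalization, filter, test, gene lists, the rule for named genes and the alternatives were chosen before the data were examined, except where stated. The 9 lists hold lncRNAs higher and lower in ETV6/RUNX1-positive patients, genes lower and higher after knockdown of lnc-RTN4R-1, genes lower and higher after knockdown of lnc-NKX2-3-1, and 3 lists of general knowledge, for the interferon response, for proliferation and for B-cell precursors. The genes named in the text are ETV6 and RUNX1, the 16 lncRNAs that the study took from patients and cell lines, AK7, PTPRK and GBA3, and the neighbouring genes NETO1, LRP8 and IGF2BP1. For lncRNAs and mRNAs separately, they also include the 5 higher and 5 lower names with the largest change among called probes whose groups do not overlap, with the probe of lowest p for each name, and the 3 members of lowest p in each list, of which 1 is not reported here.

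All 6 arrays lay on 1 slide and were scanned once, so no slide or scan term could be fitted. Control replicates 1 and 2 lay in row 1 of the slide, and control replicate 3 and the 3 knockdown arrays in row 2. The labels give the replicates of both groups the same numbers, and it was checked whether these numbers pair the arrays. Deviations from the group means, over retained probes, correlated at 0.434, 0.298 and 0.211 between arrays numbered 1, 2 and 3. Between arrays of different numbers these correlations ran from -0.339 to 0.192. All 3 pairs were over 0.1, and by that criterion the numbers were taken to pair the arrays. Control replicate 2 with knockdown replicate 3 (0.192) and control replicate 3 with knockdown replicate 2 (0.177) were over 0.1 too. Deviations cancel out within a group, so a departure shared by both replicate 1 arrays alone raises the correlations among replicates 2 and 3. The criterion therefore cannot show that replicates 2 and 3 pair by number. The labels do not say what a shared number stands for. A fit with the replicate number as a block was planned as an alternative, and its value is printed where it changes a call or moves a count over 1.5 times. No array shared any normalized value with another, so no array was counted as a duplicate.

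The alternatives tried were log2 processed intensity minus each array's 75th percentile, normexp background correction with an offset of 50 followed by quantile normalization, the deposited log2 values, a filter by the well above background flag, no filter, an intensity trend with a robust prior, the replicate block, outlier spots kept, adjustment within a probe class, probes of one name averaged, each array left out in turn, and, for lists, an estimated correlation and the rotation test fry. Chosen after seeing the data were the slide row as a term, the deposited values with the replicate block, and a scaling on the E1A spike-in probes. Patient arrays, sequencing data and the arrays of other knockdowns were not analysed here.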

Results

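To study which lncRNAs and mRNAs change when the ETV6/RUNX1 fusion is silenced, the 3 control and 3 knockdown arrays of REH cells were compared. Median raw intensity per array ran from 66 to 75, against a median of 42.3 to 48.0 for the negative control spots. Between 45.8% and 50.9% of probes were well above background by the scanner software's flag, with the lowest share on control replicate 3. Pairwise correlations of normalized values between arrays ran from 0.986 to 0.996, across probes. The median SD within a group was 0.148 on the log2 scale. The number of arrays limits the precision of each value below, and n = 3 per group throughout.

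First, signal over background was determined for both probe classes. Among lncRNA probes, 5679 of 23042 (24.7%) were retained, whereas 21383 of 34134 mRNA probes (62.6%) were. By the scanner software's flag, these shares were 27.0% and 64.5%. On single arrays, lncRNA probes over the threshold made up 19.9% to 26.7%, and mRNA probes 57.3% to 63.9%. Both lowest shares came from control replicate 3.

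Next, the targeted transcript was examined. According to the study, the shRNA targets the ETV6 portion of the fusion, and REH cells have lost the other ETV6 allele. The study examined fusion protein by Western blot and fusion transcript by RT-qPCR after knockdown. Those data were not analysed here, and the probes below do not replace them. Where the probes lie within ETV6 was not analysed here, and a probe outside the fused portion would not measure the fusion. Of 2 ETV6 probes, both designed on NM_001987, A_33_P3356325 was above background on all 6 arrays. It measured 8.12 ± 0.23 (SD, n = 3) in control and 7.43 ± 0.11 in knockdown, a log2 fold change of -0.69 (SE 0.13, limma adjusted p = 0.0498). All 3 control arrays lay above all 3 knockdown arrays, and an exact permutation test gave p = 0.1, the smallest possible. The call lies at the threshold: of 17 alternatives it was kept in 2, the replicate block (adjusted p = 0.0467) and the intensity trend with robust prior (0.0433), and adjusted p ranged up to 0.295 under spike-in scaling. It was lost whichever single array was left out, with adjusted p from 0.0524 without control replicate 1 to 0.186 without knockdown replicate 3. Every alternative kept it lower in knockdown. The second ETV6 probe, A_33_P3210343, was not well above background on any array. RUNX1 was covered by 5 probes, for which log2 fold changes ran from -0.26 to 0.03. None was called, with adjusted p from 0.503 to 0.945, and the 4 lower ones turned higher under spike-in scaling. According to the study, the fusion holds nearly all of RUNX1. Whether these probes measure the fusion apart from other RUNX1 transcripts was not analysed here, so they do not tell whether the fusion was silenced.

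**Figure D1:**
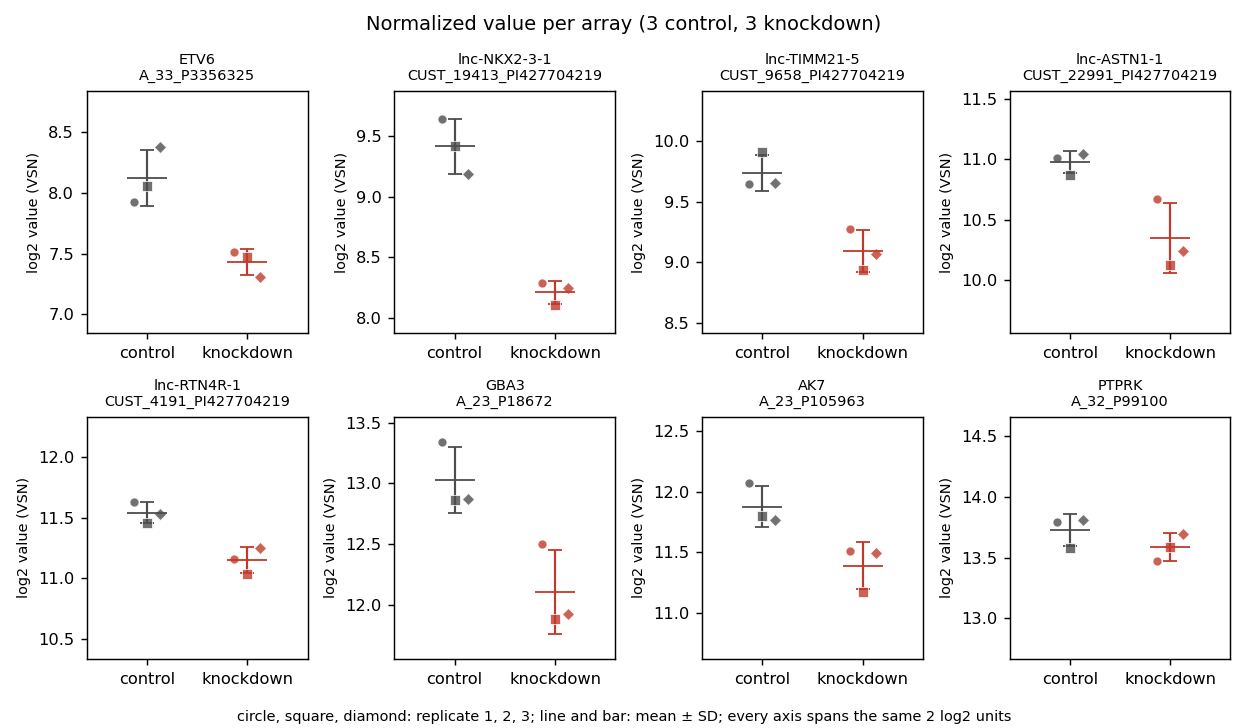
Normalized log2 values of 8 probes on each array, with control arrays in gray, knockdown arrays in red, one marker shape per replicate number, and lines and bars for mean ± SD (n = 3); every vertical axis spans the same 2 log2 units. The groups do not overlap for ETV6, for the lncRNA probes shown, GBA3 and AK7, whereas both groups overlap for the PTPRK probe shown (A_32_P99100). That probe has the smallest change of the PTPRK probes, and the groups do not overlap for A_33_P3296482, which is not shown.

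Differential expression was then tested over all 27062 retained probes. A total of 482 probes (1.78%) were called, of which 352 were lower and 130 were higher in knockdown. Among them, 170 changed at least 2-fold, 145 lower and 25 higher. The median log2 fold change of all retained probes was -0.001, and 50.4% of them were lower. At an unadjusted p under 0.05 there were 3398 probes. The groups did not overlap for 18.9% of retained probes, where chance gives 10%, and for 481 of the 482 called ones. The alternative that lowered the count most was leaving out control replicate 2, with 189 probes. The count also fell without control replicate 1 (292), control replicate 3 (255), knockdown replicate 2 (219) or knockdown replicate 3 (212), and rose without knockdown replicate 1 (565). With the replicate block the count was 1081, 686 lower and 395 higher, and these included all 482 probes. Scaling on the spike-in probes shifted the median of all probes to 0.35 and turned the split around, with 151 probes lower and 880 higher, so that the directions given here are relative to the bulk of probes on the array.

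**Figure D2:**
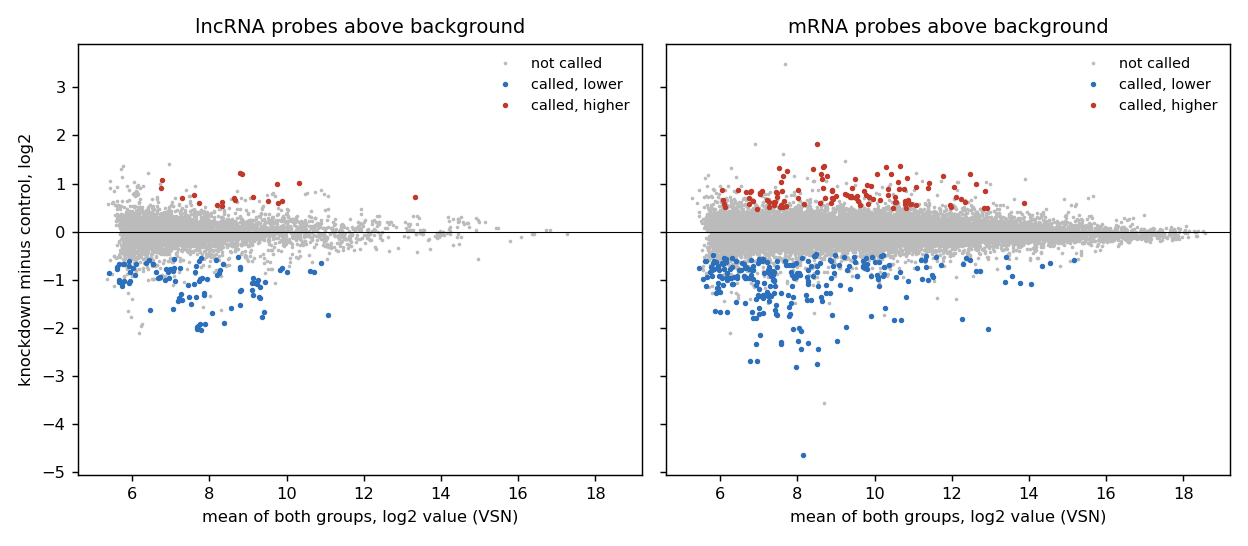
Knockdown minus control (log2, vertical axis) against the mean normalized log2 value of both groups (horizontal axis) for retained lncRNA probes (left) and mRNA probes (right), with called probes in blue (lower) and red (higher) and others in gray. Called lncRNA probes are mostly lower (98 of 117), as are called mRNA probes (254 of 365).

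For lncRNAs, 117 of 5679 probes were called (2.06%), 98 lower and 19 higher. They carried 77 different names or accessions, 64 lower and 13 higher, and 101 of the 117 probes had a lncRNA name. Of the 5679 retained lncRNA probes, 697 had one. Names came only from lists of the study, so the share of named probes among the called ones depends on the study's own selection. Transcripts without a name were counted singly, so the 77 may include several of 1 lncRNA. With probes of one name averaged before the test, 64 names were called. Without control replicate 2 the count fell to 51 probes, and with the replicate block it was 235, 168 lower and 67 higher. The block called 146 names, 110 lower and 36 higher. The 5 lncRNA names with the largest decrease were transcripts for which only an accession was at hand. ENST00000423278 had a log2 fold change of -2.04 (SE 0.14, adjusted p = 0.00076), TCONS_00029324 of -2.01, ENST00000456129 of -1.98, TCONS_00029322 of -1.95 and TCONS_00029323 of -1.92. All 5 were called under each of the 17 alternatives. Control means of these 5 ran from 8.66 to 8.85 and knockdown means from 6.67 to 6.93. The TCONS names among them are consecutive. Whether the 5 are separate lncRNAs or transcripts of 1 locus was not analysed here, so they may not be 5 separate results. The largest increases were found for lnc-SLC12A7-4 (2.30-fold, adjusted p = 0.00123), lnc-IGFBP4-1 (log2 fold change 1.00, adjusted p = 0.00625), lnc-KATNAL1-3 (0.92, adjusted p = 0.0115), lnc-C14orf49-1 (0.72, adjusted p = 0.0262) and lnc-WDR60-4 (0.71, adjusted p = 0.0177). Of these, lnc-SLC12A7-4 was called under all 17 alternatives. The call of lnc-IGFBP4-1 was lost with the slide row as a term (adjusted p = 0.102), and that of lnc-KATNAL1-3 there (0.145) and without knockdown replicate 3 (0.0662). The call of lnc-C14orf49-1 was kept in 10 of 17 alternatives, and was lost without control replicate 1 (0.0553), 2 (0.136) or 3 (0.104) or knockdown replicate 3 (0.119). The call of lnc-WDR60-4 was kept in 12, and was lost without control replicate 2 (0.101) or 3 (0.0801) or knockdown replicate 3 (0.0870).

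For mRNAs, 365 of 21383 probes were called (1.71%), 254 lower and 111 higher, with 338 different names. With names averaged the count was 280. Without control replicate 2 it fell to 138 probes, and with the replicate block it was 846, 518 lower and 328 higher. TM4SF1 showed the largest decrease, from 10.48 ± 0.11 in control to 5.84 ± 0.16 in knockdown, a log2 fold change of -4.64 (SE 0.12, adjusted p = 4.85e-06). OLIG3 followed with -2.82 (SE 0.10, adjusted p = 4.43e-05) and ATP6V0A4 with -2.74 (SE 0.12, adjusted p = 9.94e-05). VWC2 was not well above background on any knockdown array and was at least 6.08-fold lower there. P2RY14 changed by -2.44 (SE 0.19, adjusted p = 0.000951). Among higher genes, GNAZ rose from 7.60 ± 0.18 to 9.42 ± 0.31, a log2 fold change of 1.82 (SE 0.17, adjusted p = 0.0019). ALOX5 (1.36), IKZF2 (1.36), SPIB (1.35) and a transcript without a symbol, ENST00000543306 (1.34), which is also covered by a probe of lnc-SLC12A7-4, followed, with adjusted p from 0.000947 to 0.00333. Each of these 10 kept its direction and its call under the alternatives, except ALOX5 with the slide row as a term (adjusted p = 0.0513).

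**Figure D3:**
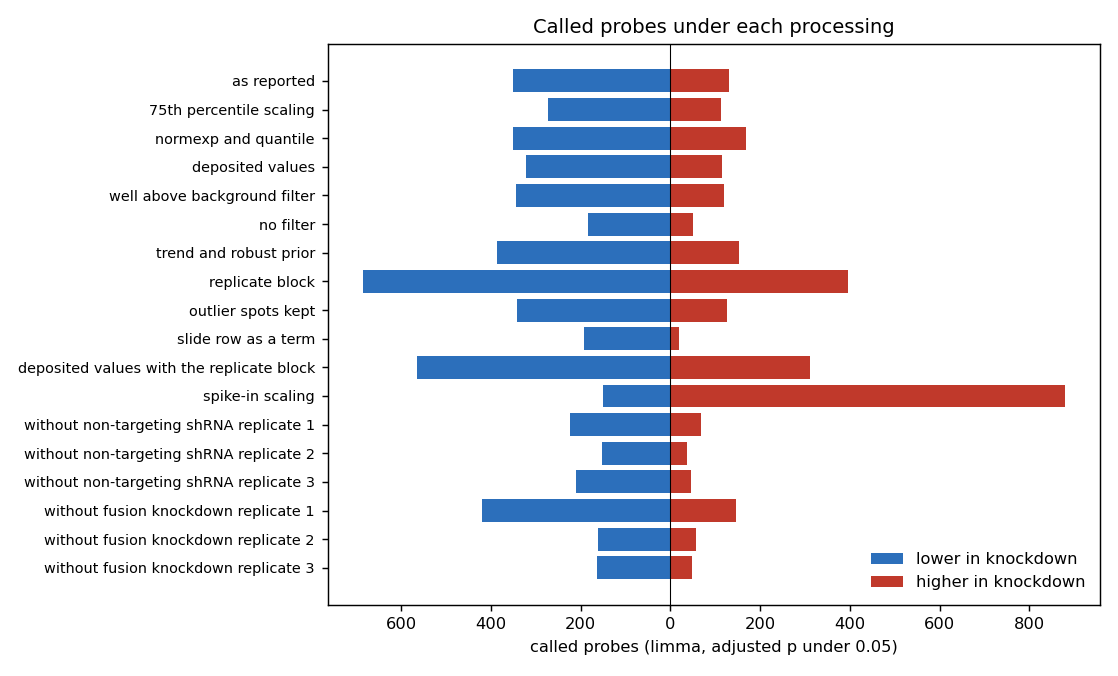
Number of called probes lower (blue, to the left) and higher (red, to the right) in knockdown under the reported processing and each of 17 alternatives. Leaving out control replicate 2 gives 189 calls and the replicate block 1081, and spike-in scaling reverses the split.

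Next, lncRNAs that had been tied to the fusion in patients and cell lines were examined. These 16 lncRNAs were covered by 32 probes, of which 27 were retained, at least 1 for each lncRNA. A total of 18 retained probes were lower and 9 were higher in knockdown. Adjusted over all retained probes, 2 probes of 1 lncRNA were called, both of lnc-NKX2-3-1. Adjusted over the list alone, 11 probes of 5 lncRNAs were called, all lower. These were lnc-FARS2-1, lnc-RTN4R-1, lnc-ASTN1-1, lnc-TIMM21-5 and lnc-NKX2-3-1. The list was drawn from other samples. Those members that the study named as affected by the knockdown were found on the present arrays, so that the calls over the list alone are not independent evidence for them. Over all probes, the replicate block called 5 probes of 3 lncRNAs. Adjusted over the list alone, the block called 12 probes of 6 lncRNAs, with lnc-LRP8-3 added as higher (adjusted p = 0.0123 with the block, 0.314 without). Of all alternatives, the slide row as a term moved the list count most, to 1 lncRNA, and left none over all probes. Without control replicate 1 or knockdown replicate 2, 3 lncRNAs were called over the list alone. Without knockdown replicate 1, 3 were called over all probes.

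The probes of lnc-NKX2-3-1 changed by -1.20 (CUST_19413_PI427704219, SE 0.13, adjusted p = 0.00407) and -1.23 (CUST_18700_PI427704219, SE 0.15, adjusted p = 0.006). Both calls were kept in 16 of 17 alternatives and lost with the slide row as a term (adjusted p = 0.0540 and 0.0853). All 5 probes of lnc-TIMM21-5 were lower, with log2 fold changes from -0.64 to -0.49 and adjusted p from 0.0517 to 0.119. With the replicate block 1 of them was called (CUST_9658_PI427704219, adjusted p = 0.0485), and this probe was also called with normexp and quantile normalization (0.0313), with the intensity trend and robust prior (0.0374) and without knockdown replicate 1 (0.0309). CUST_16622_PI427704219 was called without knockdown replicate 1 alone (0.0478). Over the 17 alternatives, the adjusted p of CUST_9658_PI427704219 ran from 0.0309 to 0.472. Both probes of lnc-ASTN1-1 were lower (-0.51 and -0.63, adjusted p = 0.0836 and 0.104) and were called with the replicate block (0.0408 and 0.0380) and without knockdown replicate 1 (0.0469 and 0.0146), and the first of them also with normexp and quantile normalization (0.0455). The probe of lnc-RTN4R-1 changed from 11.54 ± 0.09 to 11.15 ± 0.11, a log2 fold change of -0.39 (SE 0.10, adjusted p = 0.135), and over the 17 alternatives its adjusted p ran from 0.0701 to 0.886. The probe of lnc-FARS2-1 changed by -0.34 (adjusted p = 0.218) and was not lower under spike-in scaling. The probe of lnc-LRP8-3 was higher on average (0.47, adjusted p = 0.627) and, adjusted over all probes, was called in 1 of 17 alternatives, spike-in scaling (0.0255). The other 10 lncRNAs, lnc-C8orf4-1, lnc-C8orf4-2, lnc-GIP-1, lnc-POTEG-4, lnc-POTEM-2, lnc-LSM11-4, lnc-SARDH-1, lnc-TCF12-2, lnc-CPT2-7 and lnc-TINAGL1-1, had adjusted p of at least 0.332.

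AK7, PTPRK and GBA3 were examined because the study names them as lower after knockdown of both the fusion and lnc-RTN4R-1. GBA3 measured 12.87 to 13.35 on control arrays and 11.88 to 12.50 on knockdown arrays, a log2 fold change of -0.93 (SE 0.20, adjusted p = 0.0743). The replicate block called it (adjusted p = 0.00408), and also without knockdown replicate 1 (log2 fold change -1.13, adjusted p = 0.018). AK7 changed by -0.49 (SE 0.13, adjusted p = 0.161; with the block 0.0580). The 3 probes of PTPRK changed by -0.14, -0.36 and -0.31, with adjusted p from 0.308 to 0.663, and the first and last of these turned higher under spike-in scaling. GBA3, AK7 and the PTPRK probes at -0.36 and -0.31 were lower in knockdown in 3 of 3 pairs, and the PTPRK probe at -0.14 in 2 of 3. For the PTPRK probe at -0.36 the groups did not overlap (8.75 to 8.99 in control, 8.24 to 8.66 in knockdown). For the other PTPRK probes they did.

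Pairs of a lncRNA and its neighbouring gene were set side by side, without a test between probes. NETO1, beside lnc-TIMM21-5, had a log2 fold change of -0.54 (SE 0.18, adjusted p = 0.248) on A_23_P4489, and its second probe was below the threshold. LRP8 had 0.13 (adjusted p = 0.672), and the probes of lnc-CPT2-7 had 0.24 and 0.23 (adjusted p = 0.332 and 0.637). IGF2BP1 had -0.58 (SE 0.15, adjusted p = 0.145), and was called with the replicate block (0.0383), whereas lnc-GIP-1 had -0.15 (adjusted p = 0.725) and was higher under spike-in scaling.

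Finally, 9 lists were tested as sets against all other retained probes, to ask whether genes and lncRNAs tied to the fusion in other samples moved together. For lncRNAs higher in ETV6/RUNX1-positive patients, 398 of 711 probes were retained. Their median log2 fold change was -0.17, 75.9% were lower, and 31 were called, all lower (camera adjusted p = 6.87e-13). For lncRNAs lower in these patients, 142 of 232 probes were retained, with a median of 0.09 and 35.9% lower (adjusted p = 0.00929), and 4 were called, 3 higher and 1 lower. Genes lower after lnc-RTN4R-1 knockdown, with 120 retained probes, had a median of -0.08 (adjusted p = 0.0292), and genes higher after it, with 278 probes, a median of 0.06 (adjusted p = 0.0960). Of the latter 23 probes were called, 13 lower and 10 higher, and of the former 1, which was lower. Genes lower after lnc-NKX2-3-1 knockdown had a median of 0.003 (37 probes, adjusted p = 0.617), and genes higher after it 0.08 (37 probes, adjusted p = 0.216). The interferon list had a median of 0.09 (29 probes, adjusted p = 0.283), the proliferation list 0.16 (37 probes, adjusted p = 0.000515) and the B-cell precursor list 0.22 (34 probes, adjusted p = 4.6e-07). Under fry, the patient-higher list, the B-cell precursor list and genes higher after lnc-RTN4R-1 knockdown were past the threshold (adjusted p = 0.020 each), and the other calls were not (0.0961 to 0.551). With the replicate block, fry put none of these 3 past the threshold (adjusted p = 0.0656, 0.0727 and 0.0656). With an estimated correlation no list was (lowest adjusted p = 0.0839). The call of the proliferation list was lost without control replicate 1 (adjusted p = 0.189). The call of genes lower after lnc-RTN4R-1 knockdown was lost without control replicate 1 (0.276), knockdown replicate 2 (0.294) or knockdown replicate 3 (0.154). Genes higher after lnc-NKX2-3-1 knockdown were past the threshold without knockdown replicate 1 (0.0168).

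Members with the lowest p within the patient-higher list were lnc-TM2D1-2, not well above background in knockdown and at least 1.86-fold lower there, lnc-CISD2-3 (-0.95) and lnc-FAM160A1-6 (-1.72), each with an adjusted p under 0.05. Those of the patient-lower list were lnc-AC069257.9.1-5 (0.65), lnc-KIAA0226-3 (0.61) and lnc-TNK2-2 (0.64), also called, and these 3 calls were kept in 11, 9 and 7 of 17 alternatives. Without control replicate 2, for example, their adjusted p was 0.0616, 0.0693 and 0.194. In the list lower after lnc-RTN4R-1 knockdown, SIDT1 had -1.43 (adjusted p = 0.0467, called in 5 of 17 alternatives, and 0.194 without knockdown replicate 3), MIR99AHG had -0.60 (adjusted p = 0.0713; with the block 0.0181), and GBA3 was the remaining member. In the list higher after it, MPO went the other way with -2.02 (adjusted p = 0.00103), as did SEMA6A, at least 1.56-fold lower, whereas CYBB rose by 1.12 (adjusted p = 0.00184). In the lnc-NKX2-3-1 lists, KHDRBS3 had -0.60, ATF6B 0.32, GIMAP6 -1.79, PSD4 0.67 and TNK2 0.43, and of these ATF6B and TNK2 were not called (TNK2 with the block 0.0447). Without control replicate 2, the calls of KHDRBS3 (0.155) and PSD4 (0.132) were lost. In the interferon list, IFI44L had -0.86 (adjusted p = 0.0782; with the block 0.00647, without knockdown replicate 1 0.0262), MX1 0.55 and OAS2 0.34 (neither called). TPX2 (0.32), CDC20 (0.40) and PLK1 (0.43) led the proliferation list with none called. In the B-cell precursor list, SPIB was followed by CD22 (0.67, adjusted p = 0.0519; with the block 0.0235, without control replicate 1 0.0170) and SYK (0.42, not called).

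Arrays also differed within groups. With a term for replicate 1 against replicates 2 and 3 beside the group, a contrast chosen after seeing the data, as were the genes named for it, limma called 1673 of 26997 probes, 1070 higher and 603 lower in replicate 1. Only 15 of these were also called between knockdown and control. The 5 gene symbols with the lowest p were GPT2 (difference 3.06, adjusted p = 4.42e-05), SLC6A9 (3.00), TRIB3 (2.95), SESN2 (1.90) and ASS1 (2.33). For TRIB3, replicate 1 measured 15.36 in control and 16.40 in knockdown, against 12.23 and 12.50 on the other control arrays and 13.32 and 13.65 on the other knockdown arrays.

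**Figure D4:**
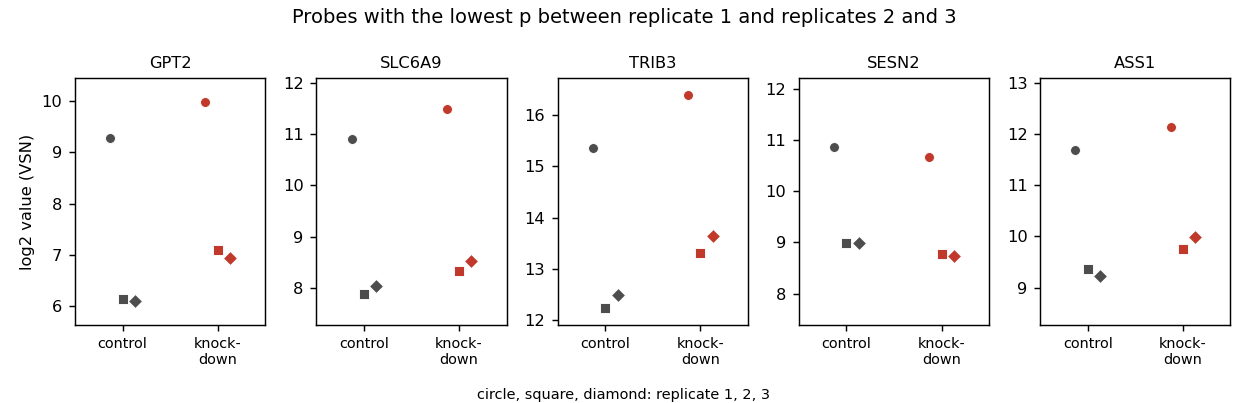
Normalized log2 values of 5 probes (vertical axis, each spanning the same range) on each control array (gray) and knockdown array (red), with circles for replicate 1, squares for replicate 2 and diamonds for replicate 3. In both groups the circle lies above the other markers, by 3.06 on average for GPT2.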

Values the study reported

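The study reported that its array covered 23042 lncRNAs. In patients, it reported 596 lncRNA transcripts that set ETV6/RUNX1-positive leukemias apart, 434 of them higher and 162 lower. After knockdown of the fusion in REH cells, it reported 134 lncRNAs with an adjusted p-value under 0.05, of which 41 went up and 93 went down. Of the 16 lncRNAs shared by patients and cell lines, it reported that 4 were among those affected by the knockdown.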

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

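The slide row, the deposited values with the replicate block, and the spike-in scaling were chosen after seeing the data, as processing alternatives. A slide or scan block could not be run, since all arrays shared 1 slide and 1 scan.

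The count of 482 called probes was 384 with 75th percentile scaling, 518 with normexp and quantile normalization, 436 with the deposited values, 465 with the well above background filter, 540 with an intensity trend and robust prior and 469 with outlier spots kept. Without a filter 235 probes were called, 57 of lncRNAs (49 lower, 8 higher) and 178 of mRNAs (135 lower, 43 higher), with 57176 probes tested in place of 27062. With the replicate block 1081 were called, 235 of lncRNAs (168 lower, 67 higher) and 846 of mRNAs (518 lower, 328 higher). With the deposited values and the replicate block, 877 were called, 189 of lncRNAs and 688 of mRNAs (430 lower, 258 higher). With the slide row as a term 213 were called, 105 of them among the 482, with 64 of lncRNAs (61 lower, 3 higher) and 149 of mRNAs (132 lower, 17 higher). That term leaves 1 control array beside the 3 knockdown arrays in its row, so that the contrast rests on that 1 control array. With spike-in scaling 1031 were called, 245 of them among the 482, with 241 of lncRNAs (45 lower, 196 higher) and 790 of mRNAs (106 lower, 684 higher). By construction this scaling adds the same shift to all probes of an array.

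Leaving out 1 array at a time gave 189 (without control replicate 2) to 565 (without knockdown replicate 1) probes, 51 to 129 of lncRNAs and 138 to 436 of mRNAs. Fewer arrays lower the counts, but the rise without knockdown replicate 1 shows that the array decides too. The 189 probes included 185 of the 482, and the 565 included 396. Adjustment within the class gave counts within 1.5 times for both classes.

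Of the 16 lncRNAs, 1 was called over all probes. This was 3 with normexp and quantile normalization, 2 with an intensity trend and robust prior, 3 with the replicate block, 0 with the slide row as a term and 2 with spike-in scaling, where lnc-LRP8-3 was called as higher. Leaving out 1 array gave 1 to 3. Over the list alone 5 were called, 6 with the replicate block, which added lnc-LRP8-3 as higher, 1 with the slide row as a term, 8 with the deposited values and the replicate block, 3 with spike-in scaling, and 3 to 6 with 1 array left out. The cause was not tested.

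The ETV6 probe, at a log2 fold change of -0.69, was no longer called at -0.77 with 75th percentile scaling, -0.53 with normexp and quantile normalization, -0.72 with the deposited values, with or without the replicate block, -0.69 with the well above background filter, with no filter and with outlier spots kept, -0.95 with the slide row as a term and -0.34 with spike-in scaling. With 1 array left out it ran from -0.79 to -0.56. Its adjusted p of 0.0498 lies so near the threshold that small changes of the family or the values move it across. The GBA3 probe was called at -0.93 with the replicate block and at -0.92 with the deposited values and that block, and ran from -1.13 to -0.77 with 1 array left out. IGF2BP1 was called at -0.58 with the replicate block. The block removes differences between replicate numbers from the spread. RUNX1, AK7, PTPRK, NETO1 and LRP8 probes were called under none of the 17 alternatives.

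For the lists, camera with an estimated correlation gave adjusted p of 0.0839 for the patient-higher list, 0.190 for the patient-lower list, 0.719 for genes lower after lnc-RTN4R-1 knockdown, 0.719 for proliferation and 0.0839 for the B-cell precursor list, so that these 5 were no longer past the threshold. Under fry, the adjusted p was 0.0961 for the patient-lower list, 0.551 for genes lower after lnc-RTN4R-1 knockdown and 0.551 for proliferation, and genes higher after lnc-RTN4R-1 knockdown passed at 0.020. With the slide row as a term, it was 0.298 for genes lower after lnc-RTN4R-1 knockdown and 0.731 for proliferation. With spike-in scaling, it was 0.0884 for the patient-lower list and 0.168 for genes lower after lnc-RTN4R-1 knockdown. The cause was not tested. With 1 array left out, adjusted p ran from 3.33e-05 to 0.294 for genes lower after lnc-RTN4R-1 knockdown, from 0.0168 to 0.897 for genes higher after lnc-NKX2-3-1 knockdown and from 1.38e-08 to 0.189 for proliferation. The patient-higher and B-cell precursor lists were past the threshold in 19 of 20 alternatives each, which do not include fry with the replicate block.

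Of the 72 other probes that the rule for named genes gave, 576 values under the first-chosen alternatives other than leaving out arrays kept their side of the threshold in 544, were weaker in 18 and stronger in 14. With 1 array left out, 383 of 432 kept it, with 43 weaker and 6 stronger, and under the alternatives added later 188 of 216 did, with 19 weaker and 9 stronger. No called value reversed its direction. With the replicate block, the fry calls of the patient-higher list (0.0656), the B-cell precursor list (0.0727) and genes higher after lnc-RTN4R-1 knockdown (0.0656) were lost. It changed no call of a named probe, adjusted over all probes, and no camera call of a list other than those printed here and in the report. Low signal limits the lncRNA results, as 24.7% of lncRNA probes were retained against 62.6% of mRNA probes, and by the flag these shares were 27.0% and 64.5%.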

Other observations

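In this part, the tests of several probes per lncRNA, of correlated members, of the slide row (other than for the spike-in probes) and of the amino acid list were chosen after the results they bear on were seen. Where results differ from those quoted from the study, this concerns the following values. Without the block, 117 lncRNA probes were called here, 98 lower and 19 higher. These carry 77 names or accessions, 64 lower and 13 higher. The patient lists hold 711 and 232 probes with 434 and 162 names, and for these lists the counts quoted from the study above are of names. Its count after knockdown may be of names too. In that case, the total and the numbers lower and higher are all smaller here than the values quoted from the study above. Counted as probes, the number of higher ones alone is much lower. Of the 16 lncRNAs, 1 was called over all probes. That is lower than the value quoted from the study above. The replicate block raised these counts to 235 probes, 67 of them higher, or 146 names, 36 of them higher, and to 3 of the 16 lncRNAs.

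Replicate 1 of both groups departed from replicates 2 and 3 in the same probes, and 1673 probes were called for this contrast, which was chosen after seeing the data. The deviations of both replicate 1 arrays correlated at 0.434, and at 0.444 once the slide row was removed, which argues against the slide row as the source. All arrays shared a slide and a scan, and these give no contrast to test. As GPT2, TRIB3, SESN2 and ASNS were seen among the probes with the lowest p, a list of 32 other genes of the response to amino acid shortage was written from general knowledge, without the members already seen. Of its 35 retained probes, 34 were higher in replicate 1 and 29 were called, with a median difference of 0.88 (camera p = 8.8e-29, fry p = 0.000129, camera with estimated correlation p = 0.00438). The proliferation list was lower in replicate 1, with a median of -0.28 (camera adjusted p = 1.5e-11, fry adjusted p = 0.0142). The interferon list was higher by 0.13, where camera (adjusted p = 0.0254) and fry (0.151) differed. Lists used for the knockdown differed too. Genes lower after lnc-RTN4R-1 knockdown were higher in replicate 1 by a median of 0.15 (camera adjusted p = 8.33e-07, fry 0.0106), genes lower after lnc-NKX2-3-1 knockdown by 0.15 (9.51e-05, fry 0.0113) and the patient-higher list by 0.06 (0.0254, fry 0.0190). Genes higher after lnc-NKX2-3-1 knockdown were lower by a median of -0.12 (7.78e-05, fry 0.00458). The other 3 lists, patient-lower, genes higher after lnc-RTN4R-1 knockdown and B-cell precursor, were not past the threshold (camera adjusted p = 0.218, 0.926 and 0.405). A candidate explanation is that the replicate 1 cultures were short of a nutrient or under a related stress at harvest, with slower growth. The labels name no such difference, and a handling step shared by both replicate 1 samples before hybridisation stays open. For knockdown against control, the amino acid list had a median of 0.11 and limma's camera gave a p of 0.297.

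Since both groups have a replicate 1, this difference adds to the spread that a fit without the block sets against the knockdown. Leaving out knockdown replicate 1 was the only omission of an array that raised the count of calls, to 565, and the replicate block raised it to 1081. Leaving out control replicate 1 did not raise it (292).

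LncRNAs higher in ETV6/RUNX1-positive patients were lower after knockdown as a set, which is the direction the study's design would give if the fusion raises them. None of 10000 random lists of the same number of probes, matched in 20 bins of mean value, had a median as low (0 lists), which argues against probe brightness as the cause. With probes of one name averaged the list stayed past the threshold (camera adjusted p = 4.9e-10), so that lncRNAs with several probes are not the whole cause. The slide row stays open. The adjusted p was 3.08e-07 with that row as a term, but this contrast rests on the 1 control array in the row of the knockdown arrays. Correlated expression of the members stays open, as the adjusted p was 0.0839 with the correlation estimated from the arrays and 0.020 under fry without and 0.0656 with the replicate block. Of the 10 splits of the 6 arrays, 1, the real one, gave a camera p as small, and with 10 splits chance cannot be excluded. For the number of lists past the threshold, 6 of the 10 splits, the real one included, had at least the 5 of the real one, and chance cannot be excluded there either. Every other split keeps part of the real difference between the groups, since its sides hold unequal numbers of control arrays. An effect of the fusion remains a hypothesis that these arrays alone do not settle.

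Counts of calls stood apart from other splits of the arrays. Of 10 splits, 1, the real one, called as many probes, lncRNA probes or mRNA probes, or as many of the 16 lncRNAs over the list alone, and the other 9 called 0 probes with limma, with 174 to 2583 probes at an unadjusted p under 0.05 against 3398 in the real split. Of the 4 splits that part all 3 replicate pairs, 1, the real one, called as many probes with the replicate block, and the other 3 called 0 with limma, with 192 to 843 probes at an unadjusted p under 0.05 against 5156. With so few splits, the share cannot fall under 0.05 and chance cannot be excluded in this way.

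E1A spike-in probes, which report RNA added in a fixed amount with the labelling, were dimmer on knockdown arrays. Over 6 such probes with 35 spots each, the mean normalized log2 value was 11.13 ± 0.27 (SD, n = 3) in control and 10.78 ± 0.09 in knockdown, a difference of -0.35 (exact permutation p = 0.1, the smallest possible), and all 6 probes were lower. Control arrays measured 11.42, 11.09 and 10.88 for replicates 1, 2 and 3, and knockdown arrays 10.68, 10.79 and 10.85. Within row 2 of the slide, which holds both groups, the difference was -0.101, from 1 control array against 3 knockdown arrays. The slide row and the group cannot be told apart here as sources of most of the difference, because a single control array lay in that row. A larger yield of labelled RNA from knockdown samples relative to the spike-in might give the same picture, as might the amount of spike-in added, and neither was tested. The share of lower calls was 73.0% as reported, 14.65% under spike-in scaling and 90.6% with the slide row as a term. Spike-in scaling shifts all probes up by construction, and the fit with the slide row rests on 1 control array. Neither share therefore tells whether the level to which arrays are scaled or the slide row is a source of the excess of lower calls, and both stay open.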
